# Identification of ChIP-seq and RIME grade antibodies for Estrogen Receptor alpha

**DOI:** 10.1371/journal.pone.0215340

**Published:** 2019-04-10

**Authors:** Silvia-E. Glont, Evangelia K. Papachristou, Ashley Sawle, Kelly A. Holmes, Jason S. Carroll, Rasmus Siersbaek

## Abstract

Estrogen Receptor alpha (ERα) plays a major role in most breast cancers, and it is the target of endocrine therapies used in the clinic as standard of care for women with breast cancer expressing this receptor. The two methods ChIP-seq (chromatin immunoprecipitation coupled with deep sequencing) and RIME (Rapid Immunoprecipitation of Endogenous Proteins) have greatly improved our understanding of ERα function during breast cancer progression and in response to anti-estrogens. A critical component of both ChIP-seq and RIME protocols is the antibody that is used against the bait protein. To date, most of the ChIP-seq and RIME experiments for the study of ERα have been performed using the sc-543 antibody from Santa Cruz Biotechnology. However, this antibody has been discontinued, thereby severely impacting the study of ERα in normal physiology as well as diseases such as breast cancer and ovarian cancer. Here, we compare the sc-543 antibody with other commercially available antibodies, and we show that 06–935 (EMD Millipore) and ab3575 (Abcam) antibodies can successfully replace the sc-543 antibody for ChIP-seq and RIME experiments.

## Introduction

In the last decades, there has been significant interest in studying Estrogen Receptor alpha (ERα) due to its causal role in more than three quarters of breast cancers[1]. Its key role in breast cancer progression makes ERα the major target for endocrine therapies, which have substantially improved patient survival. However, resistance to these therapies occurs in many patients[2], which leads to incurable metastatic disease. Therefore, it is important to understand the mechanisms underlying ERα action in cancer initiation as well as progression of the disease. In addition, ERα plays an important role in development[3] and other diseases such as ovarian cancer[4].

Our understanding of ERα-mediated gene transcription has evolved in recent years, due to delineation of ERα-chromatin binding mechanisms through ChIP-seq (chromatin immunoprecipitation followed by next generation sequencing) experiments[5–15]. It is now clear that differential binding of ERα to chromatin is associated with clinical outcome in primary ERα-positive breast tumours[5], suggesting that changes in ERα binding mediates the altered gene expression program that dictates endocrine responsiveness and clinical outcome. In addition to changes in binding to chromatin, ERα transcriptional activity can be modulated by its association with different co-regulators and other associated transcription factors. Our lab has previously developed a method termed RIME (Rapid Immunoprecipitation of Endogenous Proteins) for the study of protein complexes using mass spectrometry[16, 17]. A key component of ERα ChIP-seq and RIME assays is the antibody that specifically and with high sensitivity targets ERα. Most ChIP-seq and RIME experiments have been performed using the ERα antibody sc-543 from Santa Cruz Biotechnology[5, 9, 17–21]. This antibody has recently been discontinued, impacting the ability to study ERα function in breast cancer as well as in other diseases and physiological conditions. Here, we compare the sc-543 (Santa Cruz Biotechnology) with other commercially available antibodies using breast cancer cells as a model and demonstrate that 06–935 (EMD Millipore) and ab3575 (Abcam) antibodies can replace sc-543 in ChIP-seq and RIME assays.

## Materials and methods

### Cell culture

MCF7 cells were cultured in Dulbecco’s Modified Eagle Medium DMEM (Gibco, Thermo Scientific) and MDA-MB-231 cells were grown in RPMI-1640 medium (Gibco, Thermo Scientific). Both media conditions were supplemented with 10% foetal bovine serum (FBS), 50 U/ml penicillin, 50 μg/ml streptomycin and 2 mM L-glutamine. Cell lines were obtained from ATCC (Middlesex). For both ChIP-seq and RIME experiments, 2x10^6^ cells were seeded in 15 cm^2^ plates and collected at 80–90% confluency.

### ChIP-Seq and RIME assays

The sc-543 (Santa Cruz), ab80922 (Abcam), ab3575 (Abcam), sc-514857 (C-3) (Santa Cruz Biotechnology), C15100066 (Diagenode) and 06–935 (EMD Millipore) antibodies were used for ChIP-qPCR. The sc-543, ab3575 and 06–935 antibodies were then used for ChIP-seq and RIME. For each ChIP, 10μg of each of the antibodies sc-543, 06–935 and ab3575 or the rabbit IgG ab37415 (Abcam) were used together with 100μl of Dynabeads Protein A (Invitrogen). The antibody and the beads were incubated overnight at 4°C with rotation. MCF7 cells were fixed for 10 minutes using 1% formaldehyde (Thermo, #28908) and quenched with 0.1M glycine. Cells were then washed and harvested in ice-cold PBS containing protease inhibitors (Roche). In order to enrich for the nuclear fraction, pellets were resuspended in Lysis Buffer 1 (50mM Hepes–KOH, pH 7.5, 140mM NaCl, 1mM EDTA, 10% Glycerol, 0.5% NP-40/Igepal CA-630, 0.25% Triton X-100) and rotated for 10 minutes, at 4°C. Cells were then pelleted, resuspended in Lysis buffer 2 (10mM Tris–HCL, pH8.0, 200mM NaCl, 1mM EDTA, 0.5mM EGTA) and incubated for 5 minutes, at 4°C with rotation. For both ChIP-seq and RIME experiments, cells were pelleted, resuspended in 300 μl Lysis buffer 3 (10mM Tris–HCl, pH 8, 100mM NaCl, 1mM EDTA, 0.5mM EGTA, 0.1% Na–Deoxycholate) and sonicated using the Bioruptor Pico sonicator (Diagenode, Liege, Belgium) for 10 cycles (30 seconds on, 30 seconds off). After sonication the samples were centrifuged at maximum speed for 10 minutes at 4°C and a small aliquot of supernatant was kept as input for ChIP-seq. The rest of the supernatant was added to the Protein A Dynabeads, which were incubated overnight with antibody. The next day, the beads for ChIP-seq were washed six times with RIPA buffer (150mM NaCl, 10mM Tris, pH 7.2, 0.1% SDS, 1% Triton X-100, 1% NaDeoxycholate), followed by one wash with TE (pH 7.4). Both ChIP samples and inputs were then de-crosslinked by adding 200 μl elution buffer (1% SDS, 0.1 M NaHCO_3_) overnight at 65°C. After reverse crosslinking, DNA was purified using the phenol-chloroform-isoamyl DNA extraction method. ChIP-seq and the input libraries were prepared using the ThruPlex Sample Prep Kit (Illumina). ERα ChIP-seq was performed in at least duplicates for each condition. For RIME, the antibody-bound beads incubated with the chromatin samples were washed 10 times with RIPA buffer and twice with 100mM AMBIC (ammonium bicarbonate) prior to mass spectrometry analysis.

### Sample preparation, LC-MS/MS analysis and data processing

A 10μL trypsin solution (15ng/ul) (Pierce) prepared in 100mM AMBIC was added to the beads followed by overnight incubation at 37°C. The next day, trypsin solution was added for a second digestion step followed by incubation for 4h at 37°C. At the end of the second step digestion, the tubes were placed on a magnet and the supernatant solution was collected and acidified by the addition of 2μl 5% formic acid. The peptides were cleaned with the Ultra-Micro C18 Spin Columns (Harvard Apparatus) and were analysed in the Dionex Ultimate 3000 UHPLC system coupled with the Q-Exactive HF (Thermo Scientific) mass spectrometer. Samples were loaded on the Acclaim PepMap 100, 100μm × 2cm C18, 5μm, 100Ȧ trapping column with the ulPickUp injection method at loading flow rate 5μL/min for 10 min. For the peptide separation the EASY-Spray analytical column 75μm × 25cm, C18, 2μm, 100 Ȧ was used for multi-step gradient elution. Mobile phase (A) was composed of 2% acetonitrile, 0.1% formic acid, 5% dimethyl sulfoxide (DMSO) and mobile phase (B) was composed of 80% acetonitrile, 0.1% formic acid, 5% DMSO. The full scan was performed in the Orbitrap in the range of 400-1600m/z at 60K resolution. For MS2, the 10 most intense fragments were selected at resolution 30K. A 2.0Th isolation window was used and the HCD collision energy was set up at 28%. The HCD tandem mass spectra were processed with the SequestHT search engine on Proteome Discoverer 2.2 software. The node for SequestHT included the following parameters: Precursor Mass Tolerance 20ppm, Maximum Missed Cleavages sites 2, Fragment Mass Tolerance 0.02Da and Dynamic Modifications were Oxidation of M (+15.995Da) and Deamidation of N, Q (+0.984Da). The Minora Feature Detector node was used for label-free quantification and the consensus workflow included the Feature Mapper and the Precursor Ion Quantifier nodes using intensity for the precursor quantification. The protein intensities were normalized by the summed intensity separately for the IgG and ERα pull downs (within group normalization). The plots for ERα coverage were created using the qPLEXanalyzer tool[22]. Heatmaps and PCA plot were done with the Phantasus Web tool (https://artyomovlab.wustl.edu/phantasus/). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE[23] partner repository with the dataset identifier PXD012930.

### ChIP-seq data analysis

Reads were mapped to the GRCh38 genome using bwa version 0.7.12[24]. Prior to peak calling, reads were filtered according to four criteria: (1) only reads aligning to canonical chromosomes (1–22, X, Y, MT) were considered for further analysis; (2) read aligning in blacklisted regions were excluded[25]; (3) grey lists were generated using the R package GreyListChIP and reads aligned in these regions were excluded; (4) reads with a mapping quality of less than 15 were excluded. Peak calling was carried out on each ChIP sample with MACS2 version 2.1.1.20160309 using the relevant input sample[26]. Peaks with a q-value < 0.01 were accepted for further analysis. To create tag heatmaps, a consensus peak set was generated using the R package DiffBind[5, 16]. The consensus peak set was composed of any peak that was called in at least two samples. Motif analysis was carried out using AME[27] from the MEME suite version 4.12.0[28] and the HOCOMOCO Human (v10) motif database[29]. Sequences for motif analysis for each sample were derived by selecting the top 1000 peaks by q-value from the MACS2 peak set and then extracting the genomic sequence 500 bases either side of the peak summits. A detailed description of the pipeline can be found in **S1 File.** ChIP-seq data have been deposited in NCBI's Gene Expression Omnibus[30] and are accessible through GEO Series accession number GSE128208.

## Results and discussion

### ChIP-sequencing validates 06–935 and ab3575 as specific ERα antibodies

Given the discontinuation of anti-ERα antibody sc-543, we sought to validate alternatives for immunoprecipitation experiments. We first compared the established sc-543 (Santa Cruz Biotechnology) antibody with ab80922 (Abcam), ab3575 (Abcam), sc-514857 (C-3) (Santa Cruz Biotechnology), C15100066 (Diagenode) and 06–935 (Millipore). For this purpose, we used the ERα positive cell line MCF7 and performed ChIP-qPCR in biological duplicates **(S1 Fig)** to assess ERα binding at known target regions **(S1 Table)**.

The ChIP-qPCR comparison suggested that 06–935 (Millipore) and ab3575 (Abcam) could successfully enrich ERα-bound chromatin at these selected loci and could therefore substitute for sc-543. We performed ChIP-seq to compare these three antibodies in MCF7 cells using IgG as a negative control. ERα ChIP-seq was performed in at least duplicates for each condition, using the same batch of chromatin, to ensure that antibodies could be directly compared. In addition, we included the ERα negative MDA-MB-231 cell line in order to assess non-specific binding by these antibodies. 

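Chromatin immunoprecipitation followed by sequencing maps where a protein sits on DNA: fragments bound by the protein are pulled down with an antibody, and regions with more fragments than the input DNA are called as peaks. MCF7 is a breast cancer cell line that expresses ERα, a nuclear receptor that binds DNA and regulates genes in response to estrogen. Rabbit IgG is not directed at a particular chromatin protein and serves as the control for background. For MCF7, 2 libraries were made with each of sc-543, ab3575, the Millipore antibody and IgG, and 2 input libraries, all at passage 29; the Fig 1 legend calls these replicates technical. The values used are 1 deposited peak list per antibody, so the spread between replicates is not available from the lists, and the paper's text does not name how the libraries were combined into 1 list. It refers to S1 File for the pipeline, the Fig 1 legend speaks of sites found in both technical replicates, and for the tag heatmaps the methods merge peaks called in 2 or more samples; neither is said of the lists used here. Reads had been mapped by the authors to GRCh38 with bwa and kept when they lay on canonical chromosomes, outside blacklisted regions and grey lists, and had sufficient mapping quality. Peaks had been called by the authors with MACS2 against input. Each peak has a start, an end, a summit, a fold enrichment over the local background, and p- and q-values as −log10. These are the authors' values and were tested within the list that holds them and between lists as correlations; folds of different lists given side by side are descriptive. Read depth per library is not given, so the precision of a single fold enrichment is unknown; the 95% Wilson intervals given with percentages cover counting error over peaks only. Peaks were placed on the GENCODE release 44 annotation, counting a summit within 1 kb of the start of a protein-coding transcript as a promoter.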

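MDA-MB-231 is a breast cancer cell line that lacks ERα, so that DNA pulled down from it with an ERα antibody comes from something other than the receptor. Here 3 libraries were made with each of the 3 ERα antibodies and with IgG, at passages 25 to 27, and 3 input libraries. The deposited data are again 1 peak list per antibody, made with the same mapping, filters and peak caller as for MCF7. A peak of 1 list was taken as found in another when the peaks overlapped by at least 1 bp.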

For MDA-MB-231, ChIP-seq was performed in biological triplicates.

We observed 6,031 ERα binding sites for sc-543 (Santa Cruz) antibody, 6,192 peaks for ab3575 (Abcam) and 6,552 for 06–935 (Millipore). 

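The genes that ERα regulates often lie far from the sites it binds, and most sites sit in introns and between genes. The deposited MCF7 lists hold 6046 peaks for sc-543, 6209 for ab3575 and 6569 for Millipore. Median fold enrichment was 7.35, 7.23 and 7.28, in the same order, and the highest was 83.9, 85.3 and 91.9. Median peak width was 311, 299 and 295 bp. At a −log10 q of at least 10, 4481, 4538 and 4767 peaks were left. Some peaks had a q of 0.01 or more, namely 8, 4 and 10. Promoters held 6.17% of the sc-543 peaks (95% interval 5.59 to 6.80), 5.57% of the ab3575 peaks (5.03 to 6.17) and 5.80% of the Millipore peaks (5.26 to 6.39). Introns held 42.6, 42.8 and 42.9%, and intergenic sequence 48.9, 49.1 and 48.8%. The 10 peaks of highest fold enrichment in each list included a peak 1428891 bp from the start of EFNA5, with folds of 83.9 (sc-543), 85.2 (ab3575) and 85.1 (Millipore). They also included an intron of IGFBP4 (81.2, 82.1 and 82.8), an intron of ARL3 (78.8, 85.3 and 87.6), a site between genes nearest to BTC (75.1, 84.9 and 91.9), one nearest to SLC39A11 (75.8, 80.2 and 82.9) and an intron of NHERF1 (74.0, 77.8 and 80.8). Sites nearest to RNF223 and RET were among the 10 highest with sc-543 and Millipore, at folds of 80.9 and 76.5 with sc-543, and sites nearest to FREM2 and KLHL1 with ab3575 and Millipore, at 74.6 and 74.4 with ab3575. The remaining members lay nearest to KCNU1 (76.9) and FOXK2 (77.5) with sc-543, and to NRIP1 (77.1) and TMPRSS11A (76.0) with ab3575. The FOXK2 site was called with sc-543 alone, and sc-543 also has a peak there in MDA-MB-231, which lacks ERα (fold 33.0).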

Importantly, none of these binding sites were observed in the IgG negative control. 

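The IgG libraries were made with an antibody not directed at ERα. The MCF7 IgG list holds 37 peaks, of which 31 lie at promoters (83.8%, 95% Wilson interval 68.9 to 92.3). No sc-543, ab3575 or Millipore peak overlapped an IgG peak, and none lay within 500 bp of one. The upper 95% limits of these shares are 0.0635% of sc-543 peaks, 0.0618% of ab3575 peaks and 0.0584% of Millipore peaks. With 37 IgG peaks over 10.6 kb, few overlaps were possible, so these limits do not bound the share of non-specific peaks. The 3 IgG peaks of highest fold enrichment lie at the promoter of RFX2 on chromosome 19 (6199456 to 6199925, fold 27.6), between genes 18548 bp from GPRC5A on chromosome 12 (12927386 to 12927873, fold 26.8) and at the promoter of N6AMT1 on chromosome 21 (28885204 to 28885557, fold 25.9).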

The vast majority of sites identified in MCF7 cells by sc-543 overlapped with those detected by ab3575 and 06–935 **(Fig 1A)**. 

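Antibodies against the same protein should pull down the same regions, and the overlap of their lists shows how far they find the same sites. A peak was counted as shared when it overlapped a peak of both other lists. With sc-543, 5021 of 6046 peaks were shared (83.0%, 95% interval 82.1 to 84.0). With ab3575, 5023 of 6209 were shared (80.9%, 79.9 to 81.9), and with the Millipore antibody, 5023 of 6569 (76.5%, 75.4 to 77.5). Peaks called with 1 antibody alone numbered 451 for sc-543 (7.46%), 464 for ab3575 (7.47%) and 702 for Millipore (10.7%). Peaks moved at random within their chromosomes gave shared shares of 0.122, 0.114 and 0.121% on average over 100 shuffles, and at most 0.265, 0.225 and 0.228%. The shuffles also used sequence in which no peak can be called, such as assembly gaps, so this baseline may be too low. Among the 1000 peaks of highest significance, 994 of sc-543 and 1000 of each of the other lists were shared. Shared peaks were stronger than those of a single antibody. Median fold enrichment was 8.37 against 4.74 for sc-543, 8.44 against 4.63 for ab3575 and 9.02 against 4.72 for Millipore (2-sided permutation test with 100000 resamples, adjusted p = 1e-05 in all 3 lists, the smallest it can give; neighbouring peaks were treated as independent). The strongest peaks called with sc-543 alone lay in FOXK2 (fold 77.5, also an sc-543 peak in MDA-MB-231), in CLASP1 (25.8) and at H2AL3 (17.8). Those of ab3575 alone lay nearest to C4orf33 (7.90), FAM98A (7.47) and ZRANB2 (7.25), and those of the Millipore antibody alone nearest to GOLM2 (12.6), PPIAL4H (9.08) and STOX2 (8.97). The numbers of peaks merged over the 3 lists into sites were 5010 for all 3 antibodies, 451 for sc-543 alone, 464 for ab3575 alone, 702 for the Millipore antibody alone, 224 for sc-543 with ab3575, 346 for sc-543 with the Millipore antibody and 494 for ab3575 with the Millipore antibody.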

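A regulatory region bound by many receptor molecules gives a strong peak and one bound rarely gives a weak one, so antibodies that recognise the same protein should rank the regions alike. The comparison used the 5010 sites at which all 3 antibodies gave a peak, with the fold enrichment of each list. The Spearman correlation over these sites was 0.918 between sc-543 and ab3575 (95% bootstrap interval 0.912 to 0.925), 0.909 between sc-543 and Millipore (0.903 to 0.915) and 0.920 between ab3575 and Millipore (0.914 to 0.927). The Pearson correlations, of log2 fold enrichment, were 0.949, 0.939 and 0.950. These are correlations across sites, which are not independent replicates. Correlations between replicates of 1 antibody cannot be computed from the deposited lists. In the weaker 50% of sites by the sc-543 list, the Spearman values were 0.630, 0.614 and 0.658. Keeping a narrower range of fold enrichment can by itself lower a correlation, so these values do not show that the antibodies disagree at weak sites. The summits of the same site lay a median of 17, 16 and 16 bp apart, and 98.3, 98.1 and 98.6% of pairs lay within 100 bp.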

Consistently, we found a strong correlation between the binding intensities for the three antibodies, which was similar to the correlation between replicates for the same antibody **(Fig 1B)**. 

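ERα binds DNA as a dimer at a palindrome, the estrogen response element (ERE), in which 5 bases are repeated in reverse on either side of a spacer. Each repeat is read by 1 receptor molecule, so a single repeat can also be bound. Other factors open the chromatin that ERα enters, among them forkhead, AP1 and GATA proteins. The consensus GGTCANNNTGACC, with at most 1 mismatch, was sought within 100 bp of the summits of the 1000 peaks of highest significance and in equal windows 2 kb away. It was present at 41.7% of sc-543 summits (95% interval 38.7 to 44.8), 39.1% of ab3575 summits (36.1 to 42.2) and 36.6% of Millipore summits (33.7 to 39.6), against 0.3, 0.4 and 0.3% of flanking windows (exact McNemar test, adjusted p = 4.4e-122, 4.6e-116 and 6.4e-109 over 36 motif tests). With 0 mismatches the share at summits exceeded that in flanks by 11.3, 9.5 and 8.6 percentage points, and with 2 mismatches by 69.4, 69.0 and 67.5, in place of 41.4, 38.7 and 36.3. The repeat TGACC was present at 84.3, 84.6 and 84.3% of summits, against 28.5, 28.6 and 28.7% of flanks. The forkhead consensus was present at 13.2, 13.5 and 14.2% of summits, against 6.5, 6.0 and 5.7% of flanks (largest adjusted p = 1.1e-06 by the exact McNemar test). AP1 was present at 9.4, 10.1 and 10.0%, against 3.3, 3.6 and 3.3% (largest adjusted p = 1.1e-07 by the exact McNemar test). TFAP2 was present at 10.0, 11.4 and 11.4%, against 5.1, 5.0 and 5.1% (largest adjusted p = 8.9e-05 by the exact McNemar test). GATA was present at 27.2, 26.3 and 26.5%, against 22.5, 21.7 and 22.8% (adjusted p = 0.025, 0.025 and 0.078 by the exact McNemar test, so Millipore did not pass). ETS, NRF1 and CTCF did not pass the test in any of the 3 lists. Over whole lists, an ERE was present at 24.9, 23.5 and 22.7% of peaks, a median of 13 bp from the summit. The share rose with fold enrichment, from 14.9 to 40.1% for sc-543, 15.1 to 37.4% for ab3575 and 15.1 to 35.1% for Millipore between the weakest and the strongest of 5 equal groups.

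**Figure D1:**
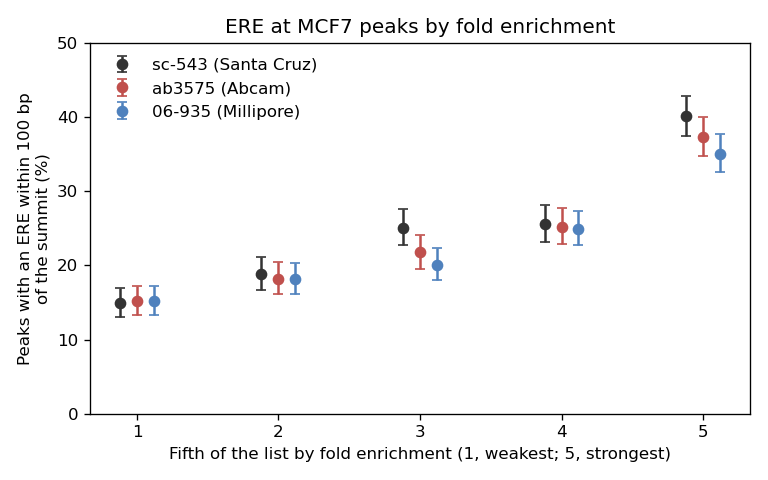
Percent of MCF7 peaks with an ERE within 100 bp of the summit (vertical axis) in 5 equal groups of each list by fold enrichment (horizontal axis, 1 weakest, 5 strongest). Points are shares and bars are 95% Wilson intervals; in the strongest group the shares are 40.1% (sc-543), 37.4% (ab3575) and 35.1% (Millipore).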

All three antibodies showed robust enrichment at binding sites compared to background and motif analysis identified the ERα response element (ERE) as highly significantly enriched at these sites (**Fig 1C**). Importantly, neither of the ab3575 and 06–935 antibodies showed any significant enrichment in the ERα negative cell line MDA-MB-231 **(Fig 1C)**. 

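Where ERα is absent, a specific antibody should find next to nothing. The ab3575 list for MDA-MB-231 holds 1 peak, on chromosome 1 from 148522640 to 148522886 between genes, 39475 bp from PPIAL4G, with a fold enrichment of 7.30. The MCF7 lists of ab3575 and Millipore also have a peak there, at 6.80 and 4.39. The Millipore list holds 2 peaks. The peak on chromosome 15 from 44288305 to 44288677 lies at the promoter of GOLM2, at a fold of 23.5, and the Millipore antibody alone also has a peak there in MCF7, at 12.6. The peak on chromosome 5 from 93581618 to 93582056 lies 1303 bp from NR2F1, at 5.64, and no MCF7 list has a peak there. None of these 3 peaks has an ERE within 100 bp of the summit, and none overlaps an IgG peak of either cell line.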

In total, one peak was detected in ER-negative cells using ab3575, two peaks for 06–935 and 124 binding sites for sc-543, confirming the specificity of the antibodies. 

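Peaks in cells without ERα show what an antibody pulls down besides its target. The sc-543 list for MDA-MB-231 holds 124 peaks with a median fold enrichment of 6.55 and a highest of 37.2. Of these, 100 lie at promoters (80.6%, 95% interval 72.8 to 86.6), against 373 of 6046 sc-543 peaks in MCF7 (6.17%; 2-sided Fisher's exact test, p = 4.6e-92). No summit had an ERE within 100 bp, which allows a share of up to 3.00% (upper Wilson limit), against 3 flanking windows with one (exact McNemar test, adjusted p = 0.346). The single repeat was less frequent at summits than in flanks, at 10.5 against 32.3%. ETS and TFAP2 consensus sequences were present at 16.9% of summits each, against 1.61 and 4.03% of flanks (adjusted p = 1.3e-04 and 0.0016 by the exact McNemar test). GATA and forkhead sequences were instead rarer at summits, at 1.61 against 17.7% and 0.806 against 7.26% (adjusted p = 8.6e-05 and 0.035 by the exact McNemar test), and base composition at summits and flanks was not matched. An MCF7 sc-543 peak overlapped 44 of the 124 (35.5%, 27.6 to 44.2), and all 44 were called with sc-543 alone there. No ab3575, Millipore or IgG peak of either line overlapped any of them. The 10 strongest lie at the promoters of IFI16 (fold 37.2), CLASP2 (26.4), TIMM21 (18.9), FEM1A (17.1), KBTBD6 (16.9), DDX23 (16.3), USP5 (15.7) and NDC1 (12.7), and in introns of FOXK2 (33.0) and KLF15 (15.0). The MDA-MB-231 IgG list holds 4 peaks, all at promoters and all overlapping MCF7 IgG peaks; the 3 of highest fold enrichment lie at ANKRD26 (7.96), RFX2 (7.35) and STK32C (7.06).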

Examples of ERα binding to previously described ERα binding sites[16, 31] are illustrated in **Fig 1D**. 

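GREB1 is an estrogen-induced gene, and RARA encodes a retinoic acid receptor that ERα also regulates. GREB1 lies on chromosome 2 of GRCh38 from 11482341 to 11642788, and RARA on chromosome 17 from 40309180 to 40357643. Within 20 kb of GREB1, 7 peaks were called with sc-543, 8 with ab3575 and 6 with the Millipore antibody. The strongest lies in an intron, with its sc-543 summit at 11532539, and has folds of 59.8 (sc-543), 55.6 (ab3575) and 55.2 (Millipore). The sequence GGTCATTCTGACC, an ERE without mismatch, lies from 11532534 to 11532546. A peak with its sc-543 summit at 11539689, at a promoter within the gene, has folds of 55.0, 54.2 and 54.4. The peak at 11498730 has folds of 48.3, 47.0 and 41.7. A weak peak at 11524587 (fold 6.10 with sc-543, 6.41 with ab3575) was not called with the Millipore antibody, and one at 11618167 (4.27) was called with ab3575 alone. RARA has 2 peaks with each antibody. The stronger lies in an intron, with its sc-543 summit at 40322489, and has folds of 48.2, 47.7 and 46.9; the sequence TGTCACCGTGACC, an ERE with 1 mismatch, lies from 40322492 to 40322504. The other, at 40314683, has folds of 19.7, 20.4 and 20.7. No IgG or MDA-MB-231 peak lies at the strongest site of either gene.

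**Figure D2:**
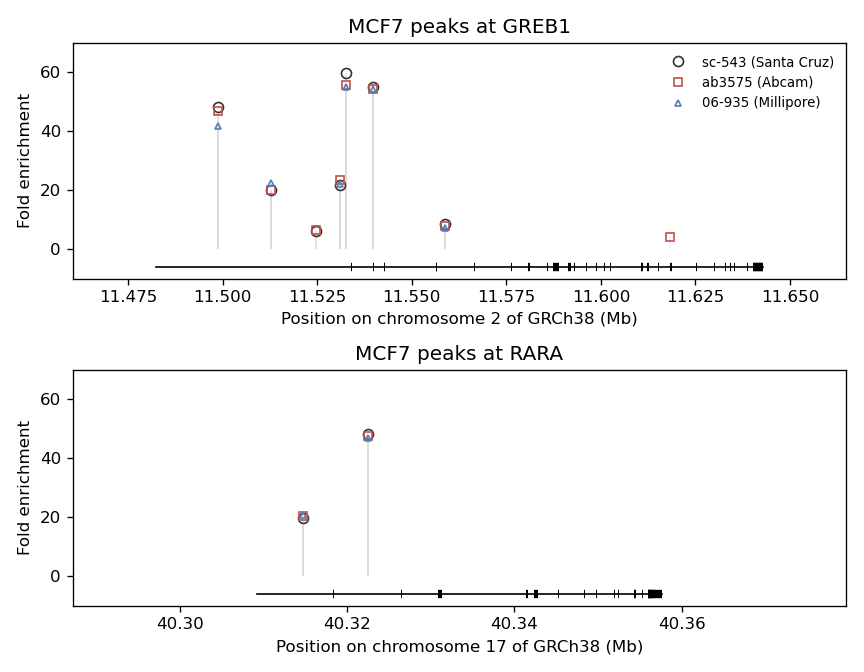
Fold enrichment (vertical axis) of MCF7 peaks at their summit positions in Mb of GRCh38 (horizontal axis) around GREB1 on chromosome 2 and RARA on chromosome 17. Circles are sc-543, squares ab3575 and triangles Millipore; the black line is the gene and its thick parts are exons. The strongest GREB1 peak has folds of 59.8, 55.6 and 55.2, each from its own list.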

Taken together, this indicates that the ab3575 (Abcam) and 06–935 (Millipore) antibodies perform similarly to the sc-543 (Santa Cruz) antibody in ChIP-seq experiments, both in terms of sensitivity and specificity.

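An ERα antibody that finds the receptor's sites should mark the genes the receptor regulates and leave other genes at the level of chance. Gene lists were set before the data were examined, and a gene was counted when a summit lay in its body or within 20 kb. Of 35 estrogen-induced genes, 22 had a peak with sc-543, 24 with ab3575 and 22 with the Millipore antibody, against a median of 7 in random lists of the same gene lengths (1-sided permutation test with 10000 random lists, adjusted p = 6.0e-04 over 18 tests; the unadjusted p, 1e-04, is the smallest it can give). The highest sc-543 peaks lay at IGFBP4 (fold 81.2), MREG (68.6), TPD52L1 (61.8), XBP1 (61.7), GREB1 (59.8) and SIAH2 (54.2). MYC, CCND1, CXCL12, CCN5, CELSR2, MYBL1, EGR3, SERPINA1, TFF3, IRS1 and SLC7A5 had no peak within 20 kb with any of the 3, and PDZK1 and FHL2 had one with ab3575 alone. With 50 kb on either side, 27, 30 and 28 of the 35 genes had a peak, so some of those without one have a peak further away. MYC and SERPINA1 lie in stretches of 5.87 and 2.10 Mb in which no MCF7 ERα list has a summit. Reads in grey lists had been excluded, so a lack of peaks in a stretch cannot be told from filtering. Of 20 luminal genes and ERα cofactors, 10, 10 and 11 had a peak (adjusted p = 0.0168, 0.0168 and 0.0081 by the same permutation test). With 5 kb on either side the sc-543 number was 7, which did not pass. MLPH (38.1), ESR1 (27.4), KRT19 (25.9), NCOR2 (24.5), KRT8 (23.0) and NCOA1 (10.5) had the highest sc-543 peaks, and FOXA1, TFAP2C, SPDEF, KRT18, NCOA3, CREBBP, EP300, CHD4 and MTA2 had none. TFAP2C and SPDEF lie in such stretches, of 7.59 and 4.46 Mb. Basal and mesenchymal genes had a peak in 4 of 20 with each antibody, at TP63 (46.9), CAV2 (13.5), VIM (9.86) and PLAU (9.35), and none at KRT5, KRT14, KRT17, CD44, ZEB1, SNAI2, AXL, CAV1, EGFR, FOSL1, TWIST1, MSN, SPARC, LOX, SERPINE1 and CDH2. Housekeeping genes had one in 3, 3 and 2 of 20, at POLR2A (10.9), TFRC (8.61) and GAPDH (4.85), and none at ACTB, TBP, HPRT1, PGK1, B2M, UBC, YWHAZ, SDHA, GUSB, EEF2, PPIA, RPLP0, TUBA1B, HSP90AB1, PSMB4, VPS29 and CHMP2A. Neuronal genes had one in 3 of 20 with each antibody, at SYT1 (17.3), RBFOX3 (5.75) and GRIA2 (4.86), and none at SYN1, SNAP25, GRIN1, GRIN2B, GABRA1, CAMK2A, NEUROD1, SLC17A7, GAD1, GAD2, KCNQ2, STMN2, DCX, ELAVL4, NRXN1, BSN and SCN2A. Liver genes had one in 2, 3 and 2 of 20, at APOA1 (10.0) and TAT (5.63) with sc-543 and also at TF with ab3575, and none at ALB, APOA2, APOB, APOH, FGA, FGB, FGG, TTR, AHSG, CYP3A4, CYP2E1, CYP7A1, G6PC1, PCK1, F2, F9 and SERPINC1. Of these 4 lists, 4 basal and mesenchymal, 4 housekeeping, 6 neuronal and 8 liver genes lie in stretches of over 2 Mb without a summit. The stretches were defined by lacking summits in the same MCF7 lists, so these numbers do not explain the missing peaks. The share over all genes was not computed. The 4 lists did not pass the permutation test (adjusted p = 0.959 for each), which asks for an excess only and cannot show fewer peaks than chance. With 50 kb on either side their numbers rose as well and did not pass. They were 7, 9 and 9 (basal and mesenchymal), 8, 8 and 8 (housekeeping), 5, 5 and 5 (neuronal) and 5, 7 and 5 (liver). From its ChIP-seq results taken together, the paper reads ab3575 and the Millipore antibody as similar to sc-543 in sensitivity and specificity.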

**Fig 1:**
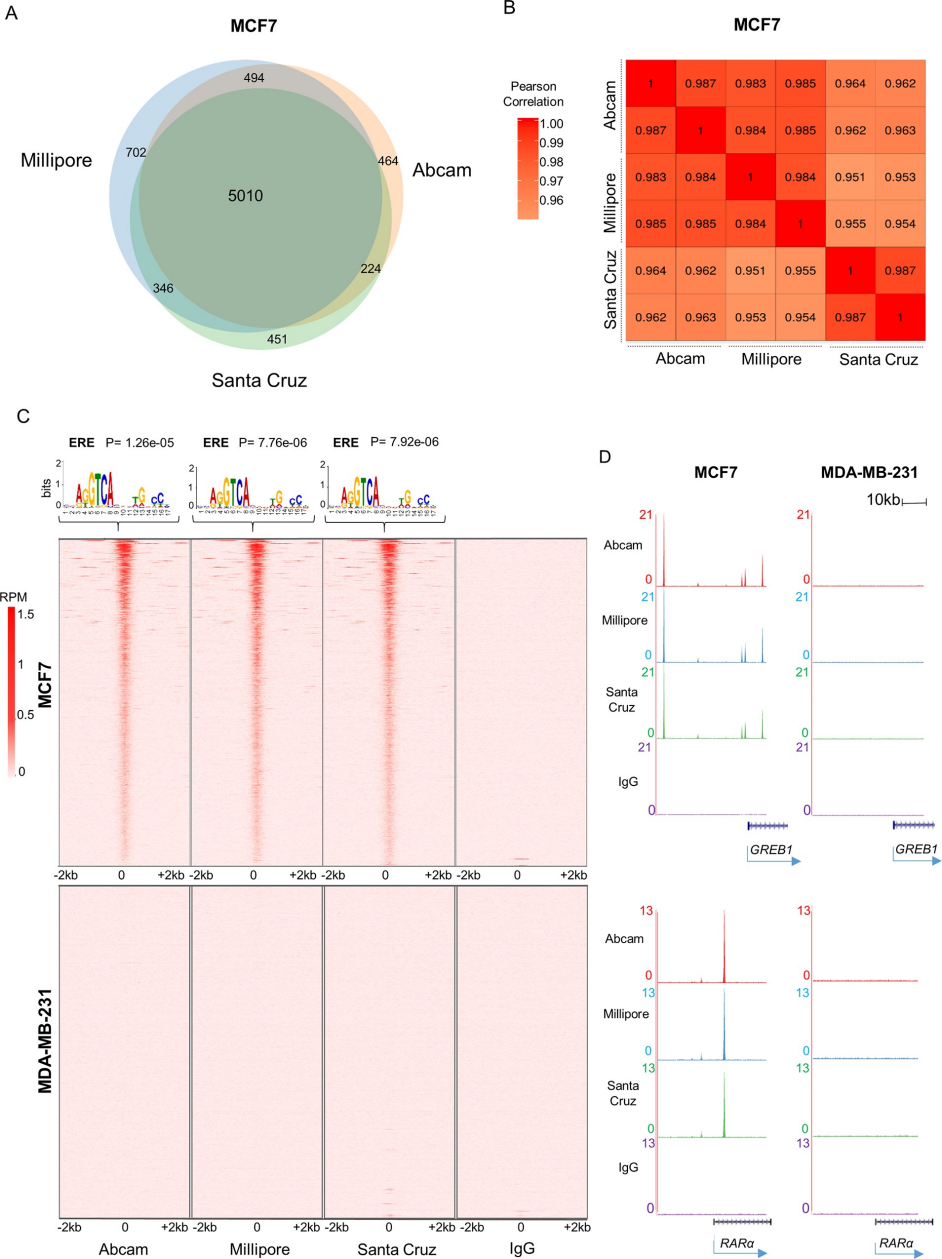
ChIP-seq comparison between Santa Cruz (sc-543), Millipore (06–935) and Abcam (ab3575) antibodies. A) Venn diagram showing the overlap between ERα binding sites for Santa Cruz (sc-543), Millipore (06–935) and Abcam (ab3575) antibodies in MCF7 cells. B) Pearson's correlation between each replicate of all three antibodies in MCF7 cells. C) Top: De novo motif analysis of ERα binding sites using MEME. Bottom: Heatmap of total number of ERα binding sites identified in both technical replicates of MCF7, and in all three biological replicates for MDA-MB-231, respectively. D) Examples of ERα- bound regions. Tag densities are shown as reads per million.

### Validation of 06–935 and ab3575 antibodies using RIME

We next sought to evaluate the performance of ab3575 (Abcam) and 06–935 (Millipore) in RIME experiments to directly compare with the sc-543 (Santa Cruz) antibody, which has previously been successfully used in RIME experiments to explore the ERα interactome[9, 16, 22]. To this end, we tested the 06–935, ab3575 and sc-543 antibodies in two technical replicates each using MCF7 cells. IgG controls were also analysed to discriminate specific associations from non-specific interaction events.

To evaluate the pull-down efficiencies, we compared the sequence coverage of the bait protein obtained by the different antibodies. ERα was identified with a similar number of peptides **(Fig 2A)** across the three different pull-downs, confirming that all three antibodies achieve efficient immunoprecipitation of the bait protein. Next, to compare the efficiency of the different antibodies to detect known ERα interactors, we used a label-free quantification method based on the Minora algorithm implemented in Proteome Discoverer 2.2 software **(S2 File)**. The PCA plot using intensities of known ERα-associated proteins (n = 319, BIOGRID and STRING databases) across all four samples revealed a good separation between the ERα RIME samples and the IgG controls, indicative of high specificity of all antibodies (**Fig 2B)**. Importantly, we identify only minor differences between the three antibodies, suggesting that they all efficiently pull down known ERα-associated proteins (**Fig 2B and 2C)**. Specifically, amongst the known ERα interactors we identified FOXA1, GATA3 and members of the p160 family that were all highly enriched by all three antibodies (**Fig 2D)**. Taken together, the three ERα antibodies perform similarly in RIME experiments, enriching for well-known key ERα interactors.

**Fig 2:**
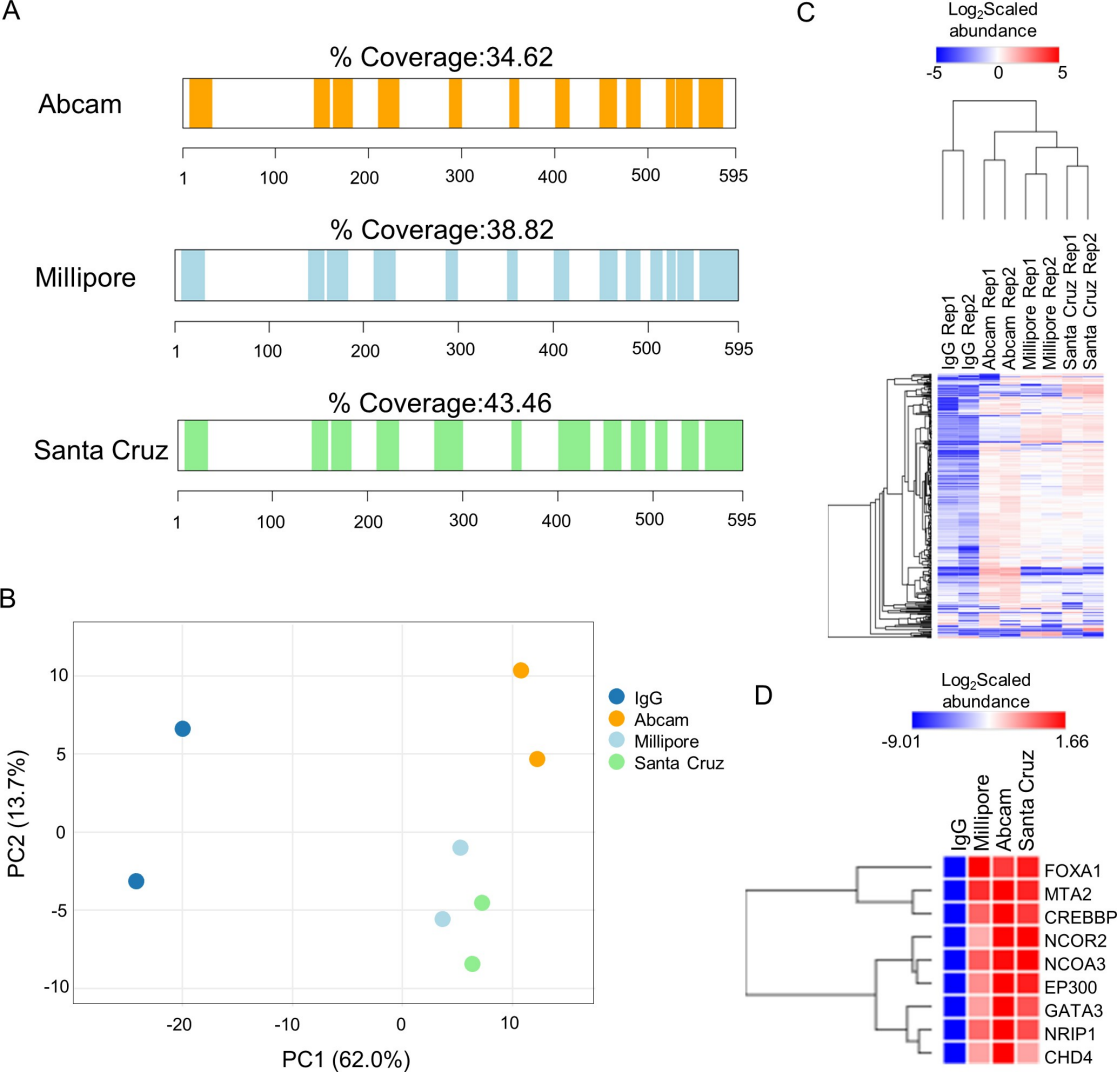
Comparison of RIME data between Santa Cruz (sc-543), Millipore (06–935) and Abcam (ab3575) antibodies. A) Protein sequence coverage of ERα achieved by the use of Abcam (ab3575), Millipore (06–935) and Santa Cruz (sc-543) antibodies in RIME. B) PCA plot of known ERα interactors (n = 319, BIOGRID and STRING databases) for the four different RIME pull-downs. C) Hierarchical clustering of the scaled intensities of known ERα interactors from BIOGRID and STRING databases (n = 319). D) Hierarchical clustering of well-characterized ERα interactors.

## Conclusions

Genome-wide analyses of ERα-chromatin binding sites using ChIP-based methods have exponentially increased our knowledge of the role of ERα in breast cancer. Most of the published ChIP-seq and RIME studies for ERα have been performed using the sc-543 antibody from Santa Cruz Biotechnology[13, 16, 17, 19–21, 32] and the quality and specificity of sc-543 has made it the ‘golden standard’ for immunoprecipitation experiments. However, this antibody has recently been discontinued, which has significantly impacted our ability to study ERα biology. Here, we have assessed commercially available alternative antibodies. We demonstrate using ChIP-seq and RIME that the two antibodies 06–935 (Millipore) and ab3575 (Abcam) perform similarly to sc-543, in terms of sensitivity and specificity. We therefore propose that these antibodies can replace the sc-543 antibody for immunoprecipitation-based experiments such as ChIP-seq and RIME to explore ERα function.

## Supporting information

S1 Fig ERα antibody comparison by ChIP-qPCR. ChIP-qPCR analysis for ERα known binding sites was performed in MCF7 cells in biological duplicates. Results are shown as arbitrary units. Antibodies used: sc-543 (Santa Cruz Biotechnology), ab80922 (Abcam), ab3575 (Abcam), sc-514857 (C-3) (Santa Cruz Biotechnology), C15100066 (Diagenode) and 6–935 (EMD Millipore).
(TIF)

S1 File Main steps of the ChIP-seq analysis. The file provides details for the main steps of the Bioinformatic analysis of the ChIP-seq data.
(PDF)

S2 File Quantitative proteomics analysis results. The file contains the protein intensities across all the different RIME samples based on a label free quantification method using the Minora algorithm in Proteome Discoverer 2.2.
(XLSX)

S1 Table ChIP-qPCR primers. Table listing the primers used for the ChIP-qPCR experiment.

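The primers of ChIP-qPCR amplify a short stretch of immunoprecipitated DNA, so its amount tells how much of that stretch the antibody pulled down. Each primer pair of the table was matched to GRCh38, and the MCF7 peaks within 500 bp of the amplicon were looked up. XBP1 enh 1 lies on chromosome 22 from 28813753 to 28813888, between genes, and has folds of 61.7 with sc-543, 61.3 with ab3575 and 63.0 with the Millipore antibody. GREB1 enh 3 lies on chromosome 2 from 11532407 to 11532537 and RARA intron on chromosome 17 from 40322409 to 40322557, both at the strongest peak of their gene. CA12 lies on chromosome 15 from 63387863 to 63388008, between genes, and has folds of 34.7, 32.5 and 38.2; the sequence GGACAGTGTGACC, an ERE with 1 mismatch, lies from 63387925 to 63387937. MYC enh lies on chromosome 8 from 127668911 to 127669024, 66467 bp from the start of MYC, and no list has a peak there. It lies in a stretch of 5.87 Mb in which no MCF7 ERα list has a summit. Reads in grey lists had been excluded and those regions are not among the deposited data, so a missing peak cannot be told from filtering. ESR1 Enh 3 lies on chromosome 6 from 151616220 to 151616318, in an intron of CCDC170, and no list has a peak there. ER3 Control lies on chromosome 11 from 2527579 to 2527703, in an intron of KCNQ1, also without a peak. No IgG or MDA-MB-231 peak lies at any of these amplicons.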

(DOCX)

# Supplementary material for: Identification of ChIP-seq and RIME grade antibodies for Estrogen Receptor alpha
**Source:** PLoS One. 2019 Apr 10;14(4):e0215340. doi: 10.1371/journal.pone.0215340
**Supplement:** S1 Table — Table listing the primers used for the ChIP-qPCR experiment.

| **Name** | **FWD primer** | **REV primer** |
| --- | --- | --- |
| XBP1 enh 1 | ATACTTGGCAGCCTGTGACC | GGTCCACAAAGCAGGAAAAA |
| GREB1 enh 3 | GAAGGGCAGAGCTGATAACG | GACCCAGTTGCCACACTTTT |
| RARA intron | GCTGGGTCCTCTGGCTGTTC | CCGGGATAAAGCCACTCCAA |
| MYC enh | GCTCTGGGCACACACATTGG | GGCTCACCCTTGCTGATGCT |
| ESR1 Enh 3 | GAAACAGCCCCAAATCTCAA | TTGTAGCCAGCAAGCAAATG |
| CA12 | GGAGGCGTAACCCCTGTGTG | ACGGCAAGGGACTTGCTGAC |
| ER3 Control | GCCACCAGCCTGCTTTCTGT | CGTGGATGGGTCCGAGAAAC |

**S1 Table**

How the deposited data were processed for this re-analysis (not part of the article)

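ERα ChIP-seq of MCF7 and MDA-MB-231 cells was available as 8 peak lists, 1 for each of sc-543, ab3575, the Millipore antibody and IgG in each cell line. The 25 libraries behind them comprise 2 per antibody and 2 inputs for MCF7, and 3 per antibody and 3 inputs for MDA-MB-231. The authors mapped the reads to GRCh38 with bwa 0.7.12, filtered them and called peaks with MACS2 2.1.1 against input. The fold enrichment of each peak, a ratio, is the value the authors deposited, as are its p-values and q-values, given as −log10. The authors' stated limit is a q-value below 0.01. Read depth is not in the lists and values per library were not analysed here, so no spread between replicates could be computed and no replicate could be left out; the precision given is that of counts of peaks.

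Overlaps were computed from the start and end of each peak with a minimum of 1 bp. Shares have 95% Wilson intervals, and 0 counts have the upper Wilson limit. The chance of overlap was taken from 100 shuffles of the peaks within their chromosomes. Median fold enrichments of shared and single-antibody peaks were compared with a 2-sided permutation test of 100000 resamples. Correlations were taken on log2 values, which matters for Pearson only, and have intervals from 1000 bootstrap samples. Motifs were sought as 9 consensus sequences, the ERE and CTCF with at most 1 mismatch and the others without, within 100 bp of the summit and in a window 2 kb away, in the 1000 peaks of lowest q-value per MCF7 list and all peaks of the MDA-MB-231 sc-543 list, and compared with the exact McNemar test. The 6 gene lists were compared with 10000 random lists matched on gene length, 1-sided. The ACTACANNTCCCA element was sought in the same windows with at most 1 mismatch. Shares between lists were compared with 2-sided Fisher's exact tests. P-values were adjusted by the method of Benjamini and Hochberg within each family, and 0.05 was the threshold. Overlap, motif and gene list code was tested on simulated data: 3000 of 3000 planted shared sites and 407 of 407 planted motifs were recovered, and 3 of 200 random gene lists passed 0.05.

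Named in the text, by a rule set before the data were examined, are the loci and amplicons the paper names, the 10 peaks of highest fold enrichment of each MCF7 list and of the MDA-MB-231 sc-543 list, all peaks of the MDA-MB-231 ab3575 and Millipore lists, the 3 highest IgG peaks and the 3 highest single-antibody peaks, and in each gene list the 6 genes with the highest sc-543 peaks and those with no peak in any list. The alternatives tried were stricter q-values, other definitions of overlap, −log10 q in place of fold enrichment, subsets of sites, other mismatches, windows and backgrounds for the ERE, other promoter widths and other distances around genes. The RIME experiments and the ChIP-qPCR have no file among the deposited lists and were left out. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, samtools 1.23.1 and pyfaidx 0.9.0.4 were used with GENCODE release 44.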

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

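The test by the MCF7 ab3575 and Millipore lists of regions that any antibody pulls down was chosen after the result was seen. So were those of promoters that any of the antibodies or IgG pulls down and of sequence words. The comparison of ERE shares between single-antibody and matched peaks by Fisher's exact test was also chosen then. So were the promoter and ERE shares of sc-543 peaks without the MDA-MB-231 regions. The ACTACANNTCCCA element was picked from the MDA-MB-231 sc-543 peaks themselves.

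Features of the MDA-MB-231 sc-543 list stood out because the paper gives only its number of peaks and the Fig 1C heatmap. Of the 124 peaks, 44 recur in the MCF7 sc-543 list, where no other antibody has them. Within 100 bp of the summit, 89 hold an ACTACANNTCCCA element with at most 1 mismatch, against 0 flanking windows (51 without mismatch, also against 0). The share at promoters also differed between the sc-543 lists by a test of the difference, 80.6% in MDA-MB-231 and 6.17% in MCF7. The MCF7 list also holds the peaks shared with the other antibodies, so the lists do not compare the cell lines at the same regions. Of the 44 MCF7 sc-543 peaks that overlap an MDA-MB-231 peak, 38 lay at promoters (86.4%).

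IgG also gave peaks that the paper does not discuss, 37 in MCF7 and 4 in MDA-MB-231, above the 3 counts taken as a floor. Their values are given as such.

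For the sc-543 peaks in MDA-MB-231, 0 of 124 overlapped an MCF7 ab3575 or Millipore peak. This argues against regions that any antibody, IgG included, pulls down, for the 44 regions also called in MCF7 with sc-543. The other 80 had no MCF7 sc-543 peak either, so the MCF7 lists decide nothing for them. The criterion set in advance, overlap with IgG peaks, decides nothing because the IgG lists (37 and 4 peaks) are too short to reach it. Residual ERα is argued against by an upper limit of 3.00% for the share with an ERE, below the bound set in advance of 50% of the MCF7 share (20.9%). Promoters that are easily immunoprecipitated met the criterion set in advance, at 80.6% of summits. Binding of the antibody to another protein at promoters would meet it too, so the criterion does not separate these explanations. Promoters that any of the antibodies or IgG pulls down easily are argued against by 0 peaks overlapping an ab3575, Millipore or IgG peak of either line. A tendency toward promoters in general is argued against, as far as 1 window per promoter shows, by sequence words from the other chromosomes. They were present within 50 bp of the summit at 46.0% of 50 peaks (33.0 to 59.6) and in flanking windows at 6 of 50. Of promoters, 4.67% held a word in the window searched, 114 bp upstream of the start, so words elsewhere in them were missed. Binding of the sc-543 antibody to another protein stays open by the criterion set in advance. In MCF7, 44 of the 124 peaks recur with sc-543, short of the majority asked for. All 44 were called there with sc-543 alone. In MDA-MB-231 itself the ab3575 and Millipore lists hold 1 and 2 peaks, and none overlaps the 124. Recurrence also depends on what was called in MCF7, so missing the majority does not argue against such binding.

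For the peaks called with 1 antibody alone in MCF7, weaker ERα sites that fell below the threshold with the other antibodies stay open, since the share with an ERE was at least 56.4% of that at shared peaks matched on fold enrichment, above the 50% set in advance; it was higher than at matched peaks for sc-543, at 20.8 against 14.6% (Fisher's exact test, adjusted p = 0.0276), and lower for Millipore, at 10.7 against 18.9% (adjusted p = 5.0e-05). Binding of the antibody to another protein also stays open, since sc-543 peaks lay at promoters in 14.2 against 7.76% (Fisher's exact test, p = 0.00271, adjusted p = 0.0081), Millipore peaks in 6.98 against 4.27% (p = 0.0365, adjusted p = 0.0548) and ab3575 peaks in 5.17 against 6.03% (p = 0.669). The sc-543 difference rests on the regions also found in MDA-MB-231: without them 6.39% of the sc-543 peaks lay at promoters, and 23.1% held an ERE.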

How the results depend on the processing

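The count of sites merged over the 3 lists was chosen after the result was seen; the other alternatives were set in advance. Over 48 results and 158 alternatives, 126 kept their side of the threshold without reversing, stayed within their interval or, for numbers of peaks, stayed within 1.5 times; 31 moved and 1 lost its threshold. The ERE differences in MCF7 passed under every alternative but depended in size on the mismatches allowed, from 8.6 to 11.3 percentage points with 0 and 67.5 to 69.4 with 2. They also depended on the peaks taken. Over all peaks of each list they were 24.3 (sc-543), 23.0 (ab3575) and 22.2 (Millipore), in place of 41.4, 38.7 and 36.3. The ERE difference in MDA-MB-231, which did not pass, went from -2.42 percentage points to 0 with 0 mismatches, an upstream flank or shuffled sequence, to -3.23 with 500 bp windows and to -7.26 with 2 mismatches (exact McNemar test, adjusted p = 0.0550), and passed under none.

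The shares of peaks shared by all 3 antibodies (sc-543, ab3575, Millipore) were 80.5, 78.5 and 74.3% with summits within 100 bp, 94.1, 94.1 and 91.7% for peaks at a −log10 q of at least 10 in the list asked about, 84.9, 83.8 and 79.8% with that limit in all 3 lists, and 99.4, 100 and 100% for the top 1000 peaks. In the top 1000 sites of the sc-543 list, Spearman correlations were 0.928 (sc-543 and ab3575), 0.891 (sc-543 and Millipore) and 0.935 (ab3575 and Millipore), and Pearson 0.942, 0.912 and 0.946. In the weaker 50% of the sites they were 0.630, 0.614 and 0.658 (Spearman) and 0.636, 0.617 and 0.675 (Pearson). These sites span a narrower range of sc-543 fold enrichment, which can by itself lower a correlation. With −log10 q in place of fold enrichment, Pearson values were 0.941, 0.930 and 0.942. Promoter shares within 3 kb of a transcript start were 11.7, 10.9 and 11.4%, a wider window by construction. The MDA-MB-231 ab3575 list held 0 peaks at a −log10 q of at least 10. Luminal genes with an sc-543 peak fell to 7 with 5 kb on either side (permutation test, adjusted p = 0.110). Apart from the promoter window, the cause was not tested.

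No paired analysis was possible because the lists give 1 value per antibody and none per replicate; leaving out each replicate in turn and the replicate block were not run for the same reason. Read depth is unknown, so what it limits could not be judged.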

Differences from the paper's values

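No value met the criterion for a difference. The deposited MCF7 lists hold 6046, 6209 and 6569 peaks for sc-543, ab3575 and Millipore, and the paper's values are 6031, 6192 and 6552. The MDA-MB-231 sc-543 list holds 124 peaks, as does the paper's value. Of the alternatives set before the data were examined, none gave the paper's MCF7 values exactly. Merging overlapping peaks of the 3 lists into sites, an alternative chosen after seeing the values, gave 6031, 6192 and 6552, and the 7 numbers of sites by antibody also match those printed in Fig 1A.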

Other observations

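The tests of sequence words at the MDA-MB-231 sc-543 peaks, of peaks with q of 0.01 or more and of sites merged over the 3 lists, and the search for stretches without peaks, were chosen after the result was seen.

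Sequence words from the other chromosomes were present at 46.0% of 50 sc-543 peaks of MDA-MB-231 on even-numbered chromosomes, and at 6 of their flanking windows. In 1 window 114 bp upstream of the start they were present at 4.67% of 8108 promoters there (Fisher's exact test, p = 1.5e-17). The rest of each promoter was not searched. A protein at ACTACANNTCCCA elements that the sc-543 antibody pulls down is a hypothesis drawn from the same peaks, and its test set in advance came out negative. With at most 1 mismatch, the element was present at 4 of 407 MCF7 peaks called with sc-543 alone outside the MDA-MB-231 regions, against 4 of 464 with ab3575 alone (Fisher's exact test, p = 1) and 1 of 702 with the Millipore antibody alone (p = 0.0636), which met the bound set in advance against the explanation (2, 0 and 0 peaks without mismatch, a comparison not tested). That bound was judged too strict only afterwards, from the design: the 407 peaks leave out every region pulled down in MDA-MB-231, and 23.1% of them hold an ERE. The element may therefore still mark such a protein, which these 4 peaks leave open. It was present at 31 of the 44 MCF7 sc-543 peaks that overlap an MDA-MB-231 peak. Of sc-543 peaks shared by the 3 antibodies, 10 of 5021 held it, and of MCF7 IgG peaks 0 of 37. The 44 are regions the element was picked from, so these shares describe it and do not test it.

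The deposited MCF7 lists hold 15, 17 and 17 more peaks than the paper's numbers for sc-543, ab3575 and Millipore. Peaks that overlap an IgG peak cannot make up this surplus, since 0 do. Peaks with q of 0.01 or more cannot either, since there are 22 of them (8, 4 and 10) for a surplus of 49. A candidate explanation is that the paper's numbers count sites merged over the 3 MCF7 lists, which gave the paper's number in 3 of 3 lists, although this was found from the same values.

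In 243 stretches of over 2 Mb no summit of any of the 3 MCF7 ERα lists was present; in 7 of them under 50% of the length is called sequence in the reference. The stretches named here were picked after their values were seen. One on chromosome 17 from 58276492 to 63752927 (5.48 Mb) holds 56 genes, among them RPS6KB1, VMP1, BCAS3 and PPM1D. A stretch on chromosome 20 from 53522431 to 61113658 (7.59 Mb) holds 46 genes, among them ZNF217, BCAS1, CYP24A1 and TFAP2C. Another, on chromosome 6 from 25640493 to 32554408 (6.91 Mb), holds 238 genes. The stretch with MYC and the MYC enh amplicon runs on chromosome 8 from 123580287 to 129451055 (5.87 Mb, 18 genes). Exact EREs per Mb were 0.730, 1.19, 0.868 and 1.36, against 0.752 over the genome. The authors' methods exclude reads in grey lists, whose regions are not among the deposited data.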
